A study of Halobacterium salinarum with 50 samples. Its data were reported in "Diurnally Entrained Anticipatory Behavior in Archaea" (2009).

How the data were processed

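Total RNA of *Halobacterium salinarum*, a halophilic archaeon, was measured on 50 spotted oligonucleotide arrays with 2 dyes per array. On each array the culture RNA was hybridised against a standard reference RNA, which per the labels came from mid-log cells in medium CM. The culture RNA carried dye 546 on 25 arrays and dye 647 on the other 25. Arrays with neighbouring even and odd numbers and opposite dyes were taken as the dye swap of 1 sample, which gave 25 pairs, numbered 1 to 25 in the order of deposit. This pairing was inferred from the array numbers, and no label states it. The array numbers fall into 4 runs, with 7, 5, 6 and 7 pairs, where a step of more than 2 to the next number starts a run. The step between runs 1 and 2 is the smallest, and they join into 1 when steps of up to 10 are allowed inside a run, which leaves 3 runs. The 4 runs are the only batch that the labels give. No label says that the pairs came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

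The deposited scanner tables hold, per the file headers, the intensity of each spot on a linear scale for each dye at a high and a low gain, with the median intensity of its background. These intensities had not been background subtracted or normalised, and the image software is not given in the sources used here. Median spot intensity at high gain was 567 to 1135 in dye 546 and 616 to 1150 in dye 647, over median backgrounds of 32 to 335 and 103 to 368. Between 31 and 191 of the 10752 spots per array and dye held a saturated pixel. The authors also deposited processed log10 ratios per spot, with no scale or direction stated. Its entries follow another order than the scanner tables and were matched by slide position. Over bright spots each array's column correlated with log10 of culture over reference intensity (r 0.949 to 0.998, slope 0.938 to 1.02), which settled its scale as log10 and its direction as culture over reference on every array. The medians of its columns ran from -0.0389 to 0.0515, and between 2.16% and 42.4% of its values were exactly 0. How the authors centred and filtered the log10 values stays unknown.

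High-gain intensities were background corrected by normexp with an offset of 50 and normalised by loess within each array in limma 3.58.1 under R 4.3.3. Each log2 ratio was turned to culture over reference, and the 4 spots of an oligonucleotide were averaged. The array carries 2688 such features. The 2355 features with an author value at all 4 spots on all 50 arrays were tested, a filter chosen after the deposited values had been looked at. Of the 333 features left out, 233 had no author value on any array, and the others had values on part of the arrays only, so their identity could differ between print runs. A platform annotation gave 1 gene symbol to 532 of the 10752 spots, several symbols to 0 and none to 10220. Those spots make 133 named genes, of which 128 were tested. The named genes *hop*, *gatC*, *proS*, *hisD* and *thiD* were left out by the filter, and 2227 tested features had no name here. No genome of the array's design was used, so no coordinates are given.

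Samples, tests, the rule for named genes, 23 gene lists and the first set of other processing settings were fixed before the data were examined. Another 7 lists were added once the gene symbols were known and before any value was seen. Culture was tested against reference on the 25 pair means by limma (lmFit and eBayes), with Benjamini-Hochberg adjusted p under 0.05 and a log2 ratio of at least 1 in size. The common reference is 1 pool, so this test leaves out its own spread. Variation between samples was tested by limma's moderated F over the 25 pairs on all 50 arrays with a term for dye, against the spread between the arrays of a pair (24 residual degrees of freedom). Differences between the 4 runs were tested by limma's moderated F on the pair means. The variance trend of eBayes followed the mean log2 intensity. A first exploratory fit had used the mean log ratio as the covariate, and the change was made after its counts had been seen, so that fit is kept as an alternative. Gene lists were tested by camera in limma against the other named genes, with a preset correlation of 0.01 and with an estimated one, over 18 lists with at least 2 tested members. The study's lists of cyclic genes, with 14 and 7 tested members, were left out of this test, although the plan put all lists in 1 family. Of the other lists, 2 had 1 member and 8 had none. Correlations across samples used 100000 permutations, 2-sided, with exact enumeration within runs. The maximum likelihood test of the study's methods was not used here.

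The rule for named genes took the 10 highest and 10 lowest ratios past the threshold with 1 sign in all 25 pairs, the 10 varying genes with the largest between-sample SD, the 5 with the largest range of run means, and up to 4 members of each list (the 2 highest and 2 lowest). As 0 named genes passed the minimum log2 size of 1 in limma, while 99 passed the adjusted p, genes of the first kind were named by adjusted p alone, a threshold set beforehand whose use for naming was chosen after the values were seen. Only 8 genes qualified on the lower side.

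The pairing was checked on the deviations of each array from the mean of its dye. Partners correlated with r from -0.09 to 0.47 (median 0.12), 14 of the 25 above 0.1, against a median of -0.003 and a highest value of 0.40 for arrays of different pairs. Of the 25 arrays in dye 546, 5 lay closest to their own partner.

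Each test was tried on simulated data for 2355 features. For culture against reference, 99% of shifts of 0.2 and 100% of shifts of 1.2 (log2) were recovered by adjusted p, and 3.86% of calls were false. For variation between samples, an SD of 0.1 was recovered in 30% and an SD of 0.25 in 90% of features, with 3.23% false calls. For the runs, a shift of 0.15 in 1 run was recovered in 16% and a shift of 0.4 in 87%, with 8.85% false calls, above the threshold of 0.05. All simulated pairs were independent, which serial samples would not be. For culture against reference the simulated SD between samples was smaller than the median of the varying features, 0.12. These shares thus need not hold for the real pairs.

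Alternatives were no background or plain background subtraction, median centring, dim features left out, medians over spots, the authors' log10 values, the run as a term, each run left out, all arrays with the pair as a random block, each dye orientation alone, 3 runs, no dye term, and the adjusted p alone. Added after seeing the data were the fits without pair 1, with each pair left out, with the low-gain scans, with no variance trend, with the trend on the mean log ratio, with all features as the background of camera, and with *rpmC* added to the ribosomal list. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.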

Results

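Transcript levels of *H. salinarum* were measured on 50 arrays, taken as 25 dye-swap pairs of 1 culture group, each against the same mid-log reference RNA. The series is a control of a study on diurnal entrainment. Its design text says that this control was not entrained, and the study's methods put controls in constant darkness before sampling, while the text with each array names entrainment conditions. No value here tells which holds. All arrays carry the same time, 4110 min, and the same optical density, 0.66. The study describes its controls as time courses. It gives this one a lower cell density than the labels do, and as many samples as there are pairs here. The 25 pairs may thus be different time points of a culture, and the labelled time and density, which match the schedule of an entrained experiment of the study, may not be theirs. Serial samples of 1 culture would not be independent replicates, as which the tests treat the pairs. As no label places a pair in time, no time course or period was fitted, and differences between pairs can include change over time. Of 2355 tested features, 128 have a gene name. The number of arrays limits the precision of every value, and errors are SDs over pairs unless stated otherwise.

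The first comparison asked which transcripts differed between the culture RNA and the reference. Highest of the named genes was *mdh*, the malate dehydrogenase of the tricarboxylic acid cycle, which was 1.60-fold higher in culture (log2 ratio 0.68 ± 0.16, SD, n = 25 pairs). *glnA*, glutamine synthetase, followed at 0.61 ± 0.19, and *lpdA*, a dihydrolipoamide dehydrogenase, at 0.61 ± 0.12. The subunits of DNA gyrase, *gyrA* (0.48 ± 0.07) and *gyrB* (0.44 ± 0.09), were higher as well. Lowest of the named genes was *orc8*, an Orc1/Cdc6 family gene of replication initiation, at -0.73 ± 0.18, or 1.66-fold lower.

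Further genes higher in culture were *cobN* of cobalamin synthesis (0.54 ± 0.13), *hisI* of histidine synthesis (0.41 ± 0.07), *moaC* of molybdenum cofactor synthesis (0.38 ± 0.11), the chaperone gene *dnaK* (0.38 ± 0.11) and *mch* (0.37 ± 0.13). Lower in culture were the translation initiation factor gene *infB* (-0.39 ± 0.13), the cytidylate kinase gene *cmk* (-0.30 ± 0.10), *argH* of arginine synthesis (-0.30 ± 0.16) and the histidyl-tRNA synthetase gene *hisS* (-0.28 ± 0.10). *thiC* of thiamine synthesis (-0.24 ± 0.12), *hemA* of haem synthesis (-0.23 ± 0.09) and *surE* (-0.17 ± 0.07) were also lower. These 18 genes had the same sign in 25 of 25 pairs, and the largest of their limma adjusted p-values was 3.59e-10, for *argH*.

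Few features passed the fold minimum. With adjusted p under 0.05 in limma and a log2 ratio of at least 1 in size, 4 features were higher and 5 lower, all of them unnamed here. The probe with first spot number 1007 in the value table was highest at 1.39 ± 0.13. Lowest were the probes of spots 1985 (-1.79 ± 0.26) and 1605 (-1.51 ± 0.50). By adjusted p alone 937 features were higher and 891 lower, and of the 128 named genes 61 were higher, 38 lower and 29 neither. Ratios were small: the 1st and 99th percentiles over features lay at -0.74 and 0.59. Both dye orientations gave the same sign for 69 of the 99 named genes called. With culture RNA in dye 647 alone *argH* stood at 0.03 (adjusted p 0.467), and in dye 546 alone *hemA* stood at -0.03 (adjusted p 0.243). On the low-gain scans 0 of the 99 calls held in limma, where 400 features had an unadjusted p under 0.05.

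**Figure D1:**
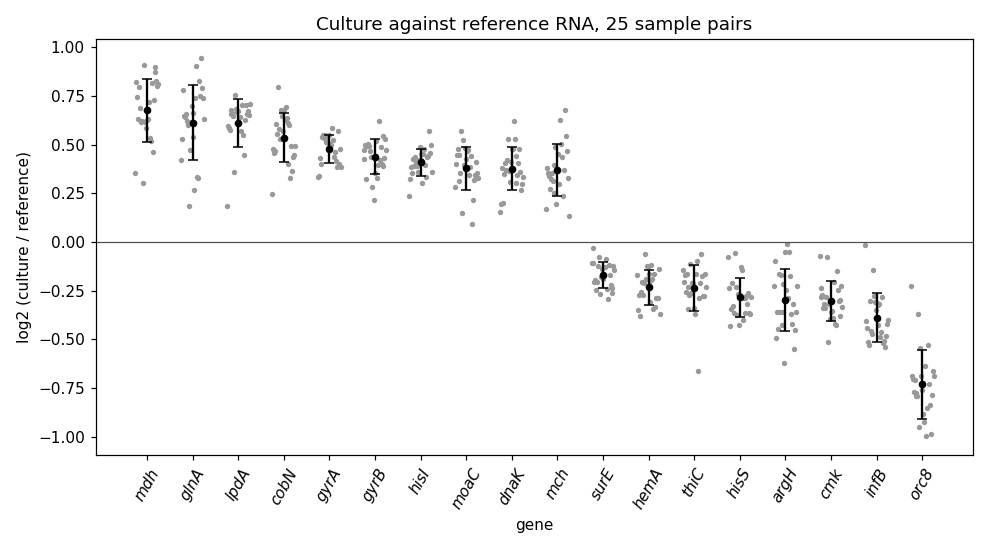
Log2 ratio of culture over reference (vertical axis) for the 18 named genes with 1 sign in all 25 pairs; grey points are pairs, black points and bars the mean and SD. The means run from 0.68 for *mdh* to -0.73 for *orc8*.

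Grouped by function, the genes of nucleotide synthesis were mostly lower in culture. Of 12 members 9 were lower, 1 was higher and 2 were neither. *purD* (-0.35 ± 0.16) and *purB* (-0.33 ± 0.22), both of purine synthesis, were the lowest, *purE* was the highest (0.25 ± 0.11), and *carA* did not differ (0.01 ± 0.16, adjusted p 0.683). The replication genes *orc7* (-0.27 ± 0.15) and *orc8* were both lower. Of 7 genes of carbon metabolism 6 were higher, led by *lpdA* and the phosphoenolpyruvate synthase gene *ppsA* (0.42 ± 0.25), and 1 was neither (*eno*, 0.02 ± 0.07). In the list of DNA repair and gyrase genes 5 of 6 were higher, among them the excision repair gene *uvrA* (0.09 ± 0.09), and *uvrB* was neither (-0.02 ± 0.08). *purB* lay at 1.25 times background in the culture channel, and its ratio was 0.02 in the authors' values (adjusted p 0.474). In dye 546 alone *purE* (-0.02, adjusted p 0.551), *carA* (-0.22) and *eno* (-0.07) had the opposite sign, and *uvrB* (0.06) and *tpiA* (-0.10, adjusted p 0.000162), which is among the 6 higher genes at 0.09 ± 0.09, had it in dye 647 alone.

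As a set, however, none of the lists passed. In camera 0 of 18 lists had an adjusted p under 0.05 with the preset or the estimated correlation, and 4 and 2 lists had an unadjusted p under 0.05. Nucleotide synthesis came closest (median log2 ratio -0.10, adjusted p 0.0899, and adjusted p 0.245 with an estimated correlation). Next were DNA replication (median -0.50, adjusted p 0.121), carbon metabolism (median 0.22, adjusted p 0.156) and DNA repair and gyrase (median 0.17, adjusted p 0.222), all with an adjusted p of 0.245 with an estimated correlation. The remaining 14 lists had adjusted p-values from 0.619 to 0.995.

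Genes of aerobic and of anaerobic energy metabolism stayed near the reference. *sdhC* of succinate dehydrogenase (0.04 ± 0.06) and *nuoL* of the NADH dehydrogenase (0.04 ± 0.05) were both slightly higher (list median 0.04, adjusted p 0.995). Among the anaerobic genes *arcA*, the arginine deiminase of arginine fermentation, was higher (0.16 ± 0.17), whereas *bat*, the bacteriorhodopsin activator (0.05 ± 0.18), and *arcC* (-0.03 ± 0.15) did not pass the test (list median 0.05, adjusted p 0.995). The mean of *arcA* was 0.21 over the 16 pairs with a saturated pixel in its culture channel and 0.07 ± 0.25 over the 9 pairs with none. Of the sensory rhodopsin genes *sop2* was higher (0.10 ± 0.07) and *sop1* was not called (-0.03 ± 0.10). With culture RNA in dye 546 alone *nuoL* (-0.05), *sop2* (-0.12), *bat* (-0.19) and *arcC* (0.15) had the opposite sign, and *sdhC* (-0.05) and *sop1* (0.08) had it in dye 647 alone.

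Of 11 motility and sensing genes 4 were higher and 1 was lower, with *cheR* (0.16 ± 0.08) and the transducer gene *htr8* (0.15 ± 0.11) at the top, *cheY* at -0.11 ± 0.10 and *htr4*, not called, at -0.05 ± 0.11. Of 4 chaperone and proteasome genes *dnaK*, *psmA* (0.25 ± 0.08) and *psmB* (0.09 ± 0.05) were higher and *dnaJ* was lower (-0.14 ± 0.08). Of 4 cobalamin genes *cobN* and *cbiQ* (0.23 ± 0.06) were higher, and *cbiG* (0.03 ± 0.15) and *cbiT* (0.02 ± 0.21) were not called. In the tricarboxylic acid cycle 3 of 5 genes were higher, such as *mdh* and *sucD* (0.17 ± 0.08), *icd* was lower (-0.09 ± 0.05) and *citZ* was not called (0.0018 ± 0.08). Of 11 tRNA synthetase genes 7 were higher, with *thrS* (0.28 ± 0.10) and *glyS* (0.27 ± 0.12) leading, and 3 were lower, including *hisS* and *cysS* (-0.22 ± 0.10). In dye 647 alone *icd* (0.08, adjusted p 1.18e-05), *psmB* (-0.05, adjusted p 0.0179), *sucD* (-0.02, adjusted p 0.320) and *cbiT* (-0.16) had the opposite sign, and *cbiG* (-0.14) and *citZ* (-0.14) had it in dye 546 alone.

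Of 5 histidine synthesis genes 3 were higher, such as *hisI* and *hisA* (0.09 ± 0.14), *hisF* was lower (-0.19 ± 0.09) and *hisG* was not called (0.06 ± 0.18). Of 3 histidine degradation genes *hutU* was higher (0.16 ± 0.19), *hutG* lower (-0.13 ± 0.19) and *hutI* not called (0.04 ± 0.18, at 1.41 times background). Of 4 glutamate genes *glnA* and the glutamate dehydrogenase gene *gdhA1* (0.29 ± 0.30) were higher, and the glutamate dehydrogenase genes *gdhA2* (-0.05 ± 0.09) and *gdhB* (-0.23 ± 0.18) were lower. Of 11 vitamin and cofactor genes 6 were higher, among them *moaC* and *panB* (0.37 ± 0.17), and 3 were lower, among them *thiC* and *hemA*. Of 3 protein export genes *secF* (0.14 ± 0.07) and *srp19* (0.08 ± 0.12) were higher and *secY* was lower (-0.06 ± 0.12). Of the oxidative stress genes *msrA* was higher (0.25 ± 0.10) and *dpsA* was not called (-0.04 ± 0.11). The phosphate regulator gene *phoU* was higher (0.13 ± 0.16), and *rpl12p*, a ribosomal protein gene and the only member of its list, was not called (-0.02 ± 0.12). In dye 647 alone *srp19* (-0.13, adjusted p 1.27e-05), *hisA* (-0.01, adjusted p 0.705), *hutU* (-0.04, adjusted p 0.507) and *gdhA2* (0.02, adjusted p 0.478) had the opposite sign, and *dpsA* had it in dye 546 alone (0.17). Counts adjusted over the list alone were the same in each of these lists.

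The second comparison asked which transcripts differed among the 25 samples by more than between the arrays of a pair. *gdhA1* had the largest between-sample SD of the named genes that passed, 0.27, and its pair means ran from -0.94 in pair 1 to 0.68 in pair 7. *ppsA* (SD 0.24) was -0.72 in pair 1 and 0.22 to 0.60 in the other pairs. *gdhB* (SD 0.16) was lowest in pair 1, at -0.76. *glnA* (SD 0.18) ran from 0.19 in pair 9 to 0.95 in pair 22, and *arcA* (SD 0.17) from -0.47 in pair 15 to 0.37, with a saturated pixel in the culture channel on 19 of the 50 arrays and none in pair 15. All 4 glutamate genes passed this test.

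In total 324 features (13.8%), 27 of them named, had an adjusted p under 0.05 in limma's moderated F. Of the remaining genes with the largest SD, *carB* of carbamoyl phosphate synthesis (SD 0.24) was highest in pair 15, at 0.72, and the proteasome-activating nucleotidase gene *pan1* (SD 0.22) in pair 18, at 1.23. The ribosomal protein gene *rpmC* (SD 0.18), *cbiT* of cobalamin synthesis (SD 0.18) and *orc8* (SD 0.16) completed the 10. Adjusted over the list alone, 2 in place of 1 tricarboxylic acid cycle genes and *phoU* passed, and no other list gained or lost a member. Without pair 1 the count was 204, *gdhA1* (SD 0.09, adjusted p 0.186) and *ppsA* (SD 0.05, adjusted p 0.278) no longer passed, and without pair 18 *pan1* (adjusted p 0.753) and without pair 15 *carB* (adjusted p 0.0522) did not pass. With the run as a term 212 features passed, *rpmC* (adjusted p 0.290) and *cbiT* (adjusted p 0.281) did not, and with no dye term 54 passed.

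**Figure D2:**
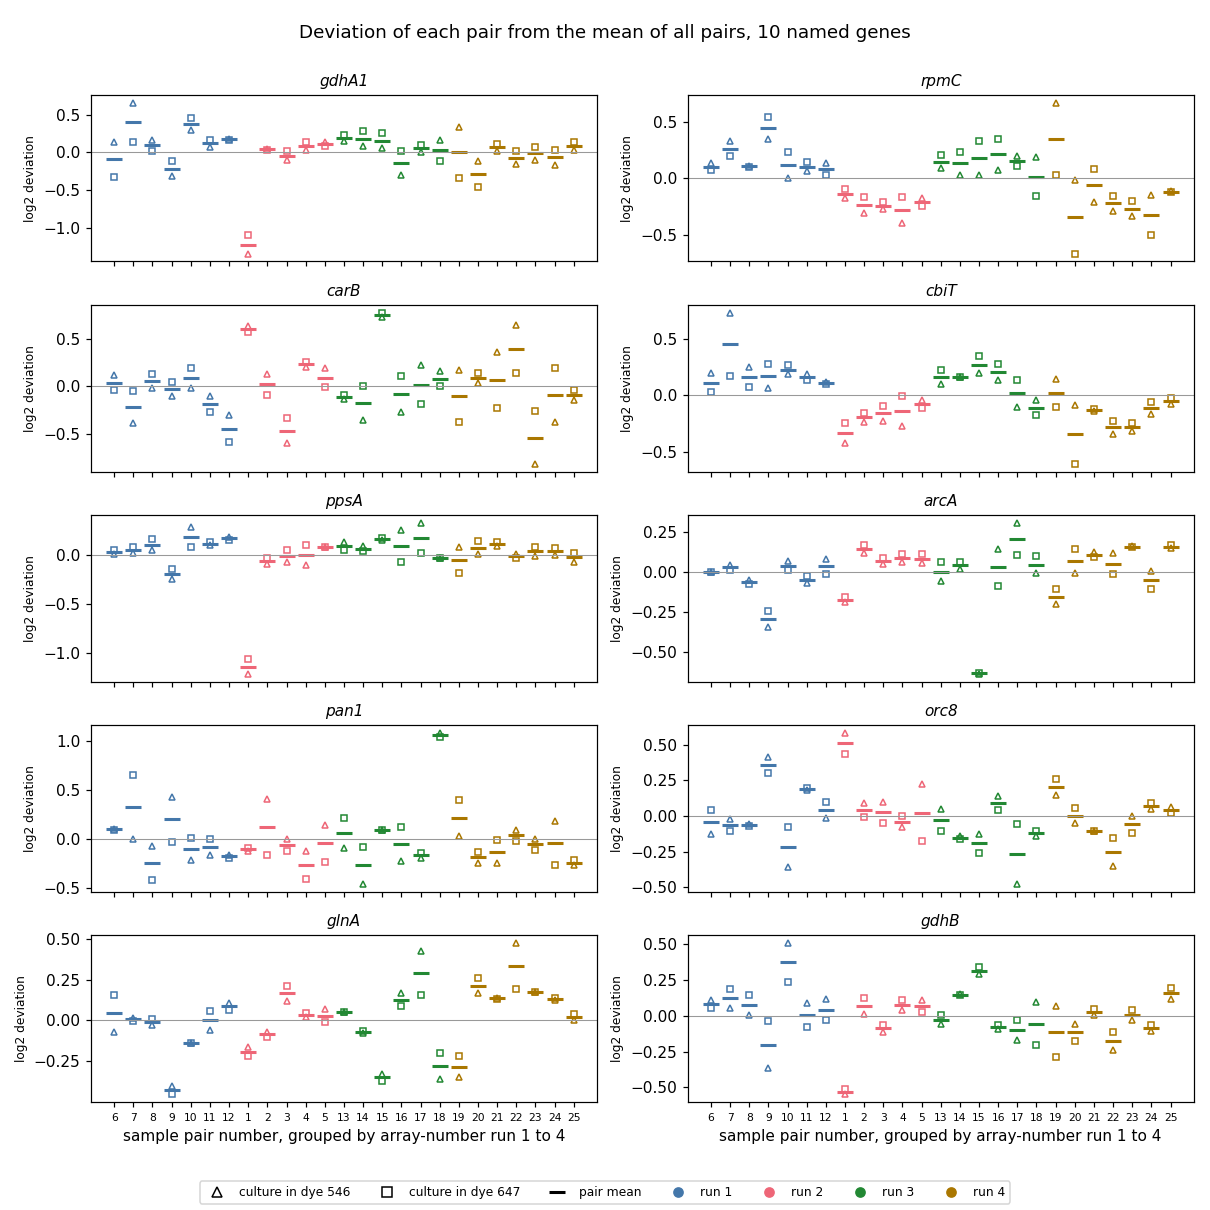
Deviation of each pair from the mean of all 25 pairs (log2, vertical axis) for the 10 named genes with the largest between-sample SD, with pairs on the horizontal axis in 4 array-number runs; triangles and squares are the arrays with culture RNA in dye 546 and 647, bars the pair means. *gdhA1*, *ppsA* and *gdhB* have their lowest mean in pair 1.

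The third comparison asked whether the runs of array numbers differed. *rpmC*, *cbiT*, *cbiG* and the chemotaxis kinase gene *cheA* were higher in runs 1 and 3 than in runs 2 and 4. In the order of deposit the runs follow as 2, 1, 3 and 4, so the higher runs stood together between the lower ones. *cbiT* averaged 0.21 ± 0.12 in run 1 (n = 7 pairs), -0.16 ± 0.09 in run 2 (n = 5), 0.13 ± 0.14 in run 3 (n = 6) and -0.15 ± 0.14 in run 4 (n = 7; limma adjusted p 8.50e-05). The means of *cbiG*, also of cobalamin synthesis, were 0.18, -0.14, 0.14 and -0.09 (adjusted p 4.48e-07). *rpmC* had the widest range of run means, 0.40 (adjusted p 0.00102), followed by *cbiT* (0.38), *cbiG* (0.32), *cheA* (0.31, adjusted p 0.000334) and *menD* of menaquinone synthesis (0.30, adjusted p 0.0306).

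In limma 165 features differed between runs, 13 of them named, and 84 of these 165 also varied between samples. Of 4 cobalamin genes 3 differed between runs, and the count adjusted over the list alone was 3. Adjusted over the list alone, 3 in place of 2 motility and sensing genes, 3 in place of 1 chaperone and proteasome genes, 1 in place of 0 replication genes and 2 in place of 0 DNA repair and gyrase genes differed. With runs 1 and 2 joined 3 features differed, and none of these 5 genes did. *menD* lost its call without pair 1 (adjusted p 0.118), pair 3 (0.0868), pair 4 (0.108) or pair 6 (0.0508).

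**Figure D3:**
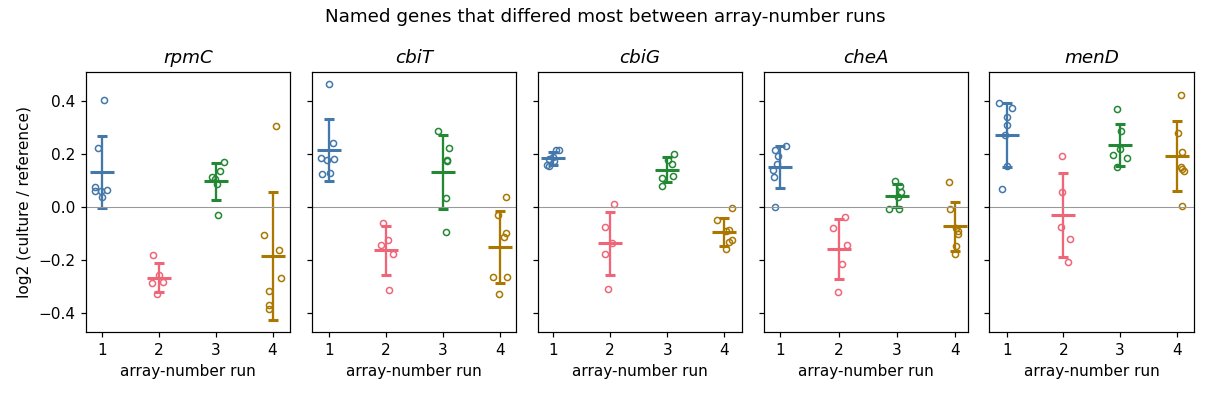
Log2 ratio of culture over reference (vertical axis) by array-number run (horizontal axis) for the 5 named genes with the largest range of run means; circles are pairs, bars and whiskers the run mean and SD. *cbiG* has run means of 0.18, -0.14, 0.14 and -0.09.

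In the entrained cultures of the study oxic and anoxic genes were of interest as opposed groups, so the last comparison related short lists of both kinds across the 25 samples of this control. In limma's moderated F *arcA* varied between samples (adjusted p 8.46e-08), while *sdhC* (0.489), *nuoL* (0.993), *bat* (0.769) and *arcC* (0.437) did not pass. With 1 varying gene, and lists that are not the larger groups of the study, the relation could hardly show whether those groups were opposed here. The mean deviation of *sdhC* and *nuoL* and that of *bat*, *arcA* and *arcC* had r = 0.13 (permutation p 0.520, adjusted 0.520) and rho = 0.06 (permutation p 0.769, adjusted 0.769), in a family of 3 relations. Without the pairs farthest from the median, 16 and 18, r was 0.25. Within runs 1, 3 and 4, r was 0.24, 0.03 and 0.44 (exact permutation p 0.593, 0.947 and 0.310), and run 2 held too few pairs. The ribosomal list, set by a symbol pattern that missed *rpmC*, held *rpl12p* alone, which had r = -0.17 (p 0.415, rho 0.06, p 0.761) with the aerobic genes and r = -0.24 (p 0.241, rho -0.37, p 0.0700) with the anaerobic genes, with adjusted permutation p from 0.210 to 0.769. Within runs 1, 3 and 4 these r were -0.02, -0.33 and -0.46 with the aerobic and -0.47, 0.55 and -0.54 with the anaerobic genes. With *rpmC* added to the list, a change chosen after the values were seen, r was -0.14 and -0.25 (adjusted permutation p 0.520 for both). With *rpl12p* alone, without pairs 16 and 18 the first was -0.06, and without pairs 15 and 1 the second was -0.45 (permutation p 0.0323).

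The lists of genes that the study called cyclic in its entrained experiments could not be followed as wholes here. Only 14 genes of the first list (4.83%) and 7 of the second (3.04%) have a name on this array, below the minimum of 80%, so the check of their spread is void and was not run. Of these tested members 4 and 3 varied between samples, against 27 of all 128 named genes. They include *gdhA1* of the first list and *glnA* and *carB* of the second. These counts only describe the named members and test nothing about the lists. No named member was tested for gas vesicles, ATP synthase, RNA polymerase, general transcription factors, photolyase and clock genes, metal transport, potassium uptake or transposases.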

Values the study reported

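The study reported periodic expression, with dominant periods near 13.0 or 21 hours, for 290 genes (about 12.1% of the genome) in its Experiment A and for 230 genes (9.6%) in its Experiment B. It stated that 167 genes were shared by these sets. A gene was taken as oscillating at a periodogram p-value under 0.2. The study observed neither dominant period at a lower cell density, in control cultures without entrainment, or after the expression values were shuffled. It gives this control a low density as well, so by its account both conditions hold here. Its arrays were described as carrying an oligonucleotide for each of 2400 genes.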

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

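Without pair 1, each pair left out, the low-gain scans, no variance trend, the trend on the mean log ratio, all features as background and *rpmC* added to the ribosomal list were chosen after seeing the data. Where no cause is given, the cause was not tested.

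The count of features higher than reference, 4 here, was 937 by adjusted p alone, 2 with no background subtraction and 1 in the authors' values. The count of lower features, 5 here, was 891 by adjusted p alone, 10 with plain subtraction, 2 in dye 546 alone and 13 in dye 647 alone. The adjusted p alone drops the fold minimum, which accounts for these larger counts. The count of varying features, 324 here, was 212 with the run as a term (210 of them shared), 155 without run 2 (154 shared), 54 with no dye term (54 shared) and 204 without pair 1 (203 shared). The 165 features differing between runs became 68 in the authors' values (59 shared), 56 without run 1, 39 without run 2, 79 in dye 546 alone, 107 in dye 647 alone and 3 with 3 runs. Single-dye fits and fits without a run use fewer arrays. With the trend on the mean log ratio, the covariate of the first exploratory fit, 274 features varied (256 shared) and 112 differed between runs (111 shared).

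The low-gain scans held little signal, with a median spot of 31.1 in dye 546 and 1.88 in dye 647 against 806 and 863 at high gain. In limma they gave 0 higher, 0 lower, 0 varying and 0 run-dependent features, and 0 of the 99 named calls were kept. By adjusted p alone 22 features were higher or lower, and at unadjusted p under 0.05 there were 400, with 58 varying and 80 differing between runs. Whether the low signal accounts for the lost calls was not tested.

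With each pair left out in turn, 3 to 4 features were higher, 5 to 6 lower, 204 to 357 varied and 114 to 206 differed between runs, and 98 to 99 named calls were kept. The list correlation then ran from 0.05 to 0.22, the aerobic median from 0.03 to 0.04 and the anaerobic median from 0.04 to 0.07. Over all other alternatives the correlation was 0.05 to 0.36, the aerobic median 0.03 to 0.06 and the anaerobic median 0.02 to 0.22, each uncalled as before. With *rpmC* in the ribosomal list its r was -0.14 with the aerobic and -0.25 with the anaerobic list, against -0.17 and -0.24, and neither was called. Leaving aside the low-gain scans, 74 or more of the 99 named calls were kept.

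Signs of single genes depended on dye orientation. A pair mean cancels a dye bias only where it is equal and opposite in both orientations, which was not tested. Over all features the mean ratios of the 2 orientations had r = 0.53. In dye 546 alone the ratio was 0.25 for *rpmC*, -0.14 for *cbiG*, -0.076 for *menD*, -0.055 for *nuoL*, -0.19 for *bat*, 0.15 for *arcC*, -0.12 for *sop2*, -0.14 for *citZ*, -0.025 for *purE*, -0.22 for *carA*, 0.17 for *dpsA* and -0.068 for *eno*. In dye 647 alone it was 0.030 for *argH*, -0.012 for *pan1*, -0.16 for *cbiT*, -0.045 for *sdhC*, 0.078 for *sop1*, -0.046 for *psmB*, -0.025 for *sucD*, 0.082 for *icd*, -0.015 for *hisA*, -0.040 for *hutU*, 0.016 for *gdhA2*, 0.056 for *uvrB*, -0.13 for *srp19* and -0.10 for *tpiA*. In the authors' values *purB* stood at 0.020. At low gain the signs of *pan1* (-0.0054), *icd* (0.10), *purB* (0.0038), *phoU* (-0.032), *glyS* (-0.00028), *hisA* (-0.020), *srp19* (-0.0026), *secY* (0.13), *panB* (-0.0066) and *tpiA* (-0.014) changed.

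Among the 10 most varying genes *glnA*, *arcA* and *orc8* lost their call only at low gain. *pan1* lost it with plain subtraction, median centring and without run 3, *carB* in the authors' values, *gdhA1*, *ppsA* and *carB* without run 2, and *gdhA1*, *carB*, *pan1*, *rpmC*, *cbiT* and *gdhB* with no dye term. *menD* lost its run call with median centring, medians over spots, the authors' values, dye 647 alone and without run 1 or 2, and *cheA* without run 1. Median centring, no background and the authors' values moved the median of all features by 0.016, 0.0051 and 0.0088.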

Other observations

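Among the 10 most varying named genes, 45 relations across the 25 samples were computed, after these genes had been picked for their spread. *rpmC* and *cbiT* moved together (r = 0.81, rho = 0.84, permutation p 1e-05 for both, the smallest that 100000 permutations can give, adjusted 0.000225 and 0.00045), with r = 0.82 without pair 1, 0.80 without the 2 farthest pairs and 0.51 with run means removed. Within runs 1, 3 and 4 their r was 0.34, 0.84 and 0.75. The permutations moved pairs across runs, so the p-values of these relations include any run difference that 2 genes share. The glutamate dehydrogenase genes *gdhA1* and *gdhB* also moved together (r = 0.83, rho = 0.72, permutation p 1e-05 and 9e-05, adjusted 0.000225 and 0.00202), with r = 0.73 without pair 1, 0.75 without the 2 farthest pairs, and 0.78, 0.57 and 0.65 within runs 1, 3 and 4. *glnA* and *arcA* had r = 0.68 and rho = 0.56 (permutation p 0.00012 and 0.00401, adjusted 0.0018 and 0.0451), with r = 0.67 (adjusted p 0.0048) and rho = 0.52 (adjusted p 0.0688, no longer past the threshold) without pair 1, r = 0.52 without the 2 farthest pairs and 0.85, 0.71 and 0.59 within these runs. In all, 12 relations had an adjusted p under 0.05 by r, and 6 had one without pair 1. Genes measured on the same array share its errors, and between opposite arrays of a pair these r were 0.47, 0.63 and 0.60. Without pair 1 they were 0.47, 0.35 and 0.58.

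For the patterns that follow, the tests by random partners, by random partners within runs, of the partner correlation in pair 1 and by shuffled features were chosen only after the result was seen. No biological explanation was tested, because the labels give 1 group and 1 time.

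The variation of *gdhA1*, *glnA*, *arcA* and the other varying features was set against chance and the place on the slide series. Of 100 pairings of opposite-dye arrays, the real one included, 1 gave as many as 324 features, and the highest other gave 13, so chance pairing can be excluded. Partnering each array with its neighbour in the next pair gave 15 features, which argues against a shared neighbourhood. With the run as a term 212 features varied, between the bounds set for that test, so a share from the runs cannot be told apart, but as the whole cause the runs are argued against by 1 of 100 pairings within runs that gave as many, the highest other giving 58. Handling that both arrays of a sample share, and change over time if the pairs are time points, stay open, and either may add to the count.

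Pair 1 held the lowest or highest value for 14 of the 27 varying named genes, among them *gdhA1*, *gdhB* and *ppsA*. A pair fixed in advance would hold 2.16 by chance, but pair 1 was picked after the values were seen. It also raised the number of varying features, which was 204 without it, so 14 against 2.16 is no test of chance. The loading of pair 1 on the first principal component (16.4% of variance) was -0.69. A single faulty array is argued against by its arrays' deviations, which correlated with r = 0.472, while the highest r with an array of another pair was 0.284. Among all arrays, those of different pairs reached r = 0.398, so the contrast is smaller by that measure. Weak culture signal is argued against by 6 other pairs with a lower raw ratio. Dim probes are argued against by an SD of 0.234 over its brightest 25% of features, above the highest of the other pairs, 0.153. A wrong label, RNA handling of that sample or a real difference of its culture or its time point may account for it, and none of these was tested.

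For the run pattern of *rpmC*, *cbiT*, *cbiG* and *cheA*, of 100 splits of the pairs into groups of the same sizes, the real one included, 1 gave as many as 165 features. The highest other gave 3, so a chance split of exchangeable pairs can be excluded. Those splits did not keep neighbouring pairs together, so a slow drift over the order of the samples is not excluded. Pair 1 is argued against as the cause by 149 features without it. The run deviations of the 165 features had r = 0.659 between the dye orientations, and as picking features on both raises r, the same pick was made with the features of 1 orientation shuffled, where the highest r of 99 shuffles was 0.406, which argues against an artefact of 1 orientation as the whole cause. A share from 1 orientation stays open, as 79 features were called from dye 546 alone and 107 from dye 647 alone, with 27 in common (3.59 expected by chance), and r was 0.285 over the first and 0.705 over the second. Runs 1 and 2 had the same number of spots with an author value (9568 per array), against 9639 in run 3 and 9566 in run 4. With runs 1 and 2 joined 3 features differed, which argues against a slide batch marked by that number as the whole cause. A batch of hybridisations, or of slides not marked by it, and a difference between the samples placed in each run may each account for the pattern. As the order of deposit keeps each run together (2, 1, 3, 4), run means alone cannot part these causes. Values also moved inside runs. In run 3, for example, *cbiT* fell from 0.39 in pair 15 to 0.15 in pair 18 with culture RNA in dye 546. In dye 647 it fell from 0.18 to -0.34. Whether changes inside runs can tell a batch from a change over the order of the samples was not tested, so both causes stay open.

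The surface glycoprotein gene *csg* held a saturated pixel in the culture channel on all 50 arrays, so no ratio is given for it, although the counts above include it among the higher genes. *arcA* held one on 19 arrays of 16 pairs. Over the 9 pairs with none, a check chosen after the values were seen, its SD was 0.25 and its r with *glnA* 0.87 (permutation p 0.00102). Its mean log2 ratio was 0.07 over these 9 pairs and 0.21 over the 16 pairs with one.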
